A study of Mus musculus with 9 samples. Its data were reported in "Comprehensive Analysis of the Expression Profiles of Hepatic lncRNAs in the Mouse Model of Alcoholic Liver Disease" (2021).

How the data were processed

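Liver small RNA of C57BL/6 mice was sequenced after TruSeq small RNA library preparation. The authors deposited 1 table of miRNA sequences with 2 values per library. Per the file headers, the first value is the number of reads of a sequence. Where a read fits several rows the authors divided it over them, so these are estimated counts that need not be whole, and 12.1% of the deposited values were not whole. The second value is a normalized signal that the authors made by dividing the count by 1 factor per library. The method behind that factor, the mapping tool and the genome build were not stated. Positions of 566 of 574 miRNA genes (98.6%) overlapped those of GENCODE vM21 on GRCm38, and coordinates are given on that build. Overlaps of miRNAs with other genes were taken by position without regard to strand, so they do not name a host transcript.

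Samples were grouped by the labels into PF, AF and AF+MNA, with 3 libraries each. Rows with the same sequence were summed, which was decided after the table was seen: 128 rows became 54 features, and 866 rows gave 792 features. Sums were rounded to whole reads. Of the tested features, 6 with different sequences held the same counts as another feature and were kept apart, and none of the 6 had an unadjusted p under 0.05 in any of the 3 comparisons. Of 5037 positive values, 45 were under 5 reads, 273 were at 5 and 167 at 6, so 5 reads was taken as the listing limit. Fold changes against a group at 0 were computed against that limit. The limit and the totals set the precision, and they cover counting error only, since reads without molecular identifiers are not independent molecules. Features were compared with annotated rRNA, mitochondrial rRNA and 7SL RNA, and 17 matched exactly.

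The deposited estimated counts were tested with edgeR 4.0.16 (R 4.3.3): filterByExpr, which kept 500 features, TMM scaling, and the quasi-likelihood test of glmQLFit and glmQLFTest with the default settings of that version. All 9 libraries entered 1 fit without a replicate block. Calls had a Benjamini-Hochberg adjusted p under 0.05. The SE given with an edgeR log2 fold change is its absolute value divided by the square root of the F statistic of that test. It was not estimated by the fit itself. Levels are CPM on TMM-scaled library sizes. The common biological coefficient of variation was 0.41. Sets were tested with camera and fry in limma 3.58.1. Single values were compared with exact two-sided permutation tests in SciPy 1.17.1. Python was version 3.11.15. The lists of hepatocyte, leukocyte, erythroid, endothelial, mesenchymal, miR-200 family and Dlk1 to Dio3 miRNAs and of the 30 miRNAs of the study were fixed before the data were examined, and so were the tests and most alternatives. Lists of neural, muscle, pancreas and epithelium miRNAs were added later.

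The fit was tested on simulated data with the means, library sizes and spread of the real libraries, in which 200 features were to change by 2 on the log2 scale. Of 192 changed features among 487 tested, 74% were called, and 2.1% of the calls were false. The median estimated change of the raised features was 1.95. Simulated features varied independently and a large part of them changed, which makes an adjusted p easier to pass. The 74% therefore does not give the power of the reported fit.

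The miRNAs named in the text follow a rule fixed beforehand. In each comparison these are the 5 features with the smallest p that are higher and the 5 that are lower among those that pass. Where fewer than 3 pass in a direction, the 3 with the smallest p are named as not passing. The rule adds miR-122-5p and 8 miRNAs discussed by the study. MiR-376b-3p, the only other listed miRNA that passed over the list, was named after its value was seen.

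The alternatives were DESeq2 size factors, total count scaling, no filter, a mean of at least 50 counts, the 6 libraries of the groups compared only, DESeq2 1.42.0 with its Wald test, limma on log2 of the authors' normalized signal plus 1 or plus 0.5, a replicate block, each library left out in turn, and known mouse miRNAs only. A call at an unadjusted p under 0.05 with an absolute log2 fold change over 1 was also counted. Alternatives chosen after seeing the data were rows as deposited, the bias-adjusted quasi-likelihood test of edgeR, listed zeros set to 4 reads, and the fragment share as a covariate. That share separates AF from AF+MNA without overlap, so the covariate also takes up part of their difference. The share of opposite directions was set against 100 simulations, and against 50 under each alternative that allowed it. Simulations with 1 pooled mean for 2 groups, with all 9 libraries drawn anew, and the 20 labellings were added after seeing the data. The long RNA libraries of the study were not analysed here.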

Results

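Small RNA was sequenced from the livers of 9 mice in 3 groups of 3. The PF group was pair-fed a control liquid diet. The AF group received the same kind of diet with alcohol. The AF+MNA group was alcohol-fed and was also injected intraperitoneally with a compound that the labels call MNA, at 50 mg/kg. Feeding lasted 5 weeks. The table listed 866 rows, and the merging of rows that held 1 sequence left 792 features. Of these, 501 were named as known mouse miRNAs, 101 were predicted hairpin products and 190 matched miRNAs of other species or other parts of known hairpins. The libraries held from 1987308 to 10358394 reads in the table. The largest total was 5.21 times the smallest. The AF+MNA libraries held 2640000 ± 471000 reads (SD, n = 3) and the AF libraries 6430000 ± 3480000 (SD, n = 3). Counts of fewer than 5 reads were nearly absent from the table, so a listed 0 was read as fewer than 5 reads.

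The share of reads taken by miR-122-5p was examined first, because the most abundant miRNA of hepatocytes could move every other relative level. It lies on chromosome 18 at 65248849 to 65248941 (GRCm38), in the gene Mir122, which overlaps an exon of a lincRNA. It took 29.98% ± 4.18 (SD, n = 3) of the reads in the PF group, 29.8% ± 2.70 (SD, n = 3) in the AF group and 27.2% ± 3.08 (SD, n = 3) in the AF+MNA group. The exact two-sided permutation p was 0.9 for AF against PF and 0.4 for AF+MNA against AF, where 3 against 3 libraries cannot give a p below 0.1. The AF to PF difference was -0.21 percentage points and turned positive without PF replicate 1 (1.42), PF replicate 3 (0.53), AF replicate 2 (0.98) or AF replicate 3 (0.08).

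The first comparison asked which miRNAs were altered in the AF group as compared to the PF group. Of 500 features tested, 1 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 101 features, 58 upregulated and 43 downregulated, where chance alone would give about 25. With total count scaling 73 of 101 were upregulated. The split depended on single libraries: without AF replicate 3, 52 of 123 were upregulated, without AF replicate 1, 57 of 67, and without AF replicate 2, 37 of 66. DESeq2's Wald test gave 57 calls, and 70 features had an unadjusted p under 0.05 with an absolute log2 fold change over 1. With single libraries left out the number that passed was 5 without AF replicate 1 and 4 without AF replicate 3. The feature that passed was miR-1247-5p, on chromosome 12 at 110278035 to 110278154 (GRCm38), inside an exon of the lncRNA Dio3os. It was upregulated, with a log2 fold change of 2.79 (SE 0.39, edgeR adjusted p 0.0366). Its level was 6.49 ± 0.714 CPM (SD, n = 3) in PF and 45.3 ± 5.83 CPM (SD, n = 3) in AF. It no longer passed with the size factors of DESeq2 (adjusted p 0.0506), the replicate block (0.0894) or the fragment share as a covariate (0.0703). It also did not pass when any 1 of the PF libraries, AF replicate 2 or AF+MNA replicate 3 was left out. Its adjusted p ran from 1.4e-07 to 0.145 over the alternatives.

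The next features in AF against PF did not pass. The upregulated ones were miR-451a on chromosome 11 (log2 fold change 0.95, edgeR adjusted p 0.0598) and miR-434-5p on chromosome 12 (log2 fold change 3.33, edgeR adjusted p 0.0598). The position of miR-434-5p overlaps an exon of Rtl1, with strand not compared. The downregulated ones were miR-455-5p and miR-455-3p, both at an intron of Col27a1 on chromosome 4, and miR-466i-5p at an intron of Cdk13 on chromosome 13. The log2 fold change was -1.18 for miR-455-5p, -1.21 for miR-455-3p and -3.16 for miR-466i-5p, and the edgeR adjusted p of the 3 lay between 0.0598 and 0.0629. Each AF library held 5 reads of miR-466i-5p, which is the listing limit. Its PF mean was 8.031 CPM, and 5.306 CPM without PF replicate 2. MiR-451a passed without AF replicate 1 (adjusted p 0.0432) or AF replicate 3 (adjusted p 0.0375), and miR-434-5p passed without AF replicate 1 (adjusted p 0.0432).

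Many of the upregulated features came from 1 part of the genome. The interval from Dlk1 to Dio3 on chromosome 12, at 109452823 to 110281097 (GRCm38), held 62 features, of which 47 were tested. All 47 had a positive log2 fold change in AF against PF, with a median of 2.79, and 41 had an unadjusted p under 0.05. Outside the interval the median was -0.05. The summed level of the interval was 422 ± 249 CPM (SD, n = 3) in PF, 2880 ± 2050 CPM (SD, n = 3) in AF and 3010 ± 1240 CPM (SD, n = 3) in AF+MNA. Single libraries weighed on these means: the AF mean was 1705 CPM without AF replicate 2, and the PF mean was 279.4 CPM without PF replicate 1. The PF libraries lay between 253 and 707 CPM and the AF libraries between 1540 and 5240 CPM. The exact two-sided permutation p for AF against PF was 0.1, the smallest that 3 against 3 can give. The interval was singled out after the fold changes had been seen, but a list of its miRNAs had been fixed before the data were examined.

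**Figure D1:**
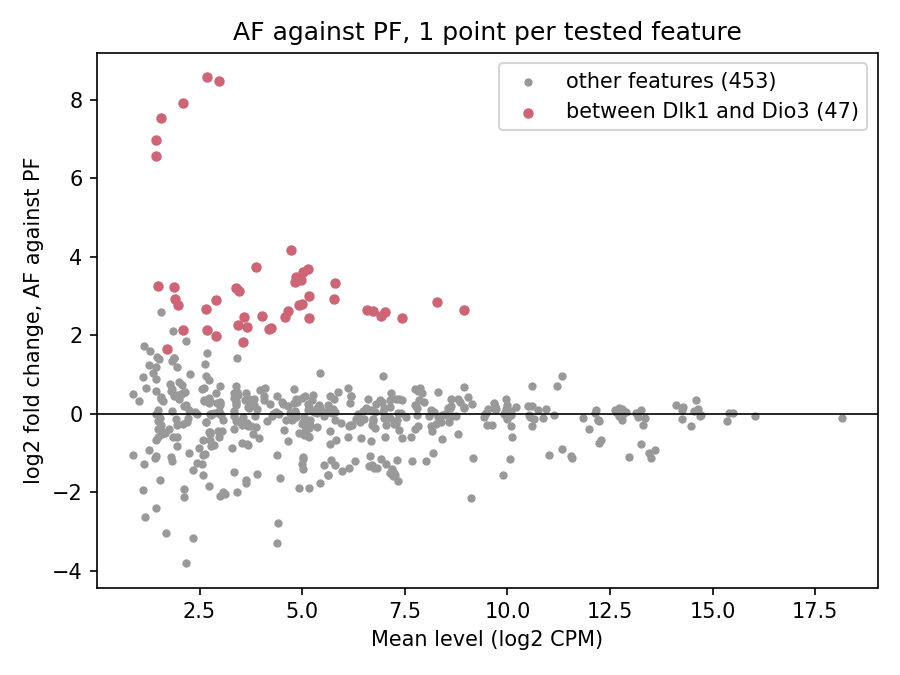
Each point is 1 of the 500 tested features, with its mean level in log2 CPM on the x axis and its log2 fold change in AF against PF on the y axis. The 47 features between Dlk1 and Dio3 (red) all lie above 0, and the other features (grey) lie around 0.

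**Figure D2:**
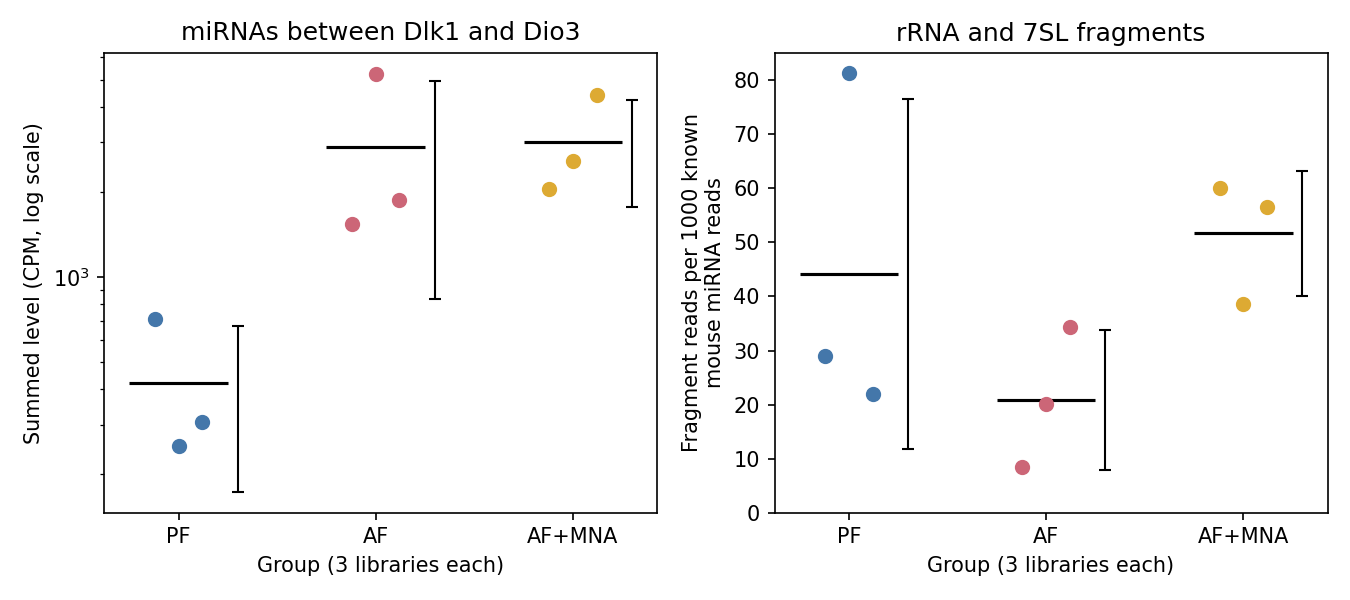
The left panel shows the summed level of the miRNAs between Dlk1 and Dio3 in CPM on a log axis, and the right panel shows reads of rRNA and 7SL fragments per 1000 known mouse miRNA reads, for each library (points), with the group mean (line) and SD (bar). On the left the AF libraries start at 1540 CPM and the PF libraries end at 707 CPM. On the right the AF+MNA libraries lie between 38.6 and 60.1 the AF libraries between 8.43 and 34.3, and the PF libraries between 22 and 81.4.

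The study placed 30 miRNAs in its ceRNA networks as upregulated in the AF group. It chose them on these samples, so the values below are not independent evidence. Of these, 29 were found and 26 were tested. Of the 26, 21 had a positive log2 fold change, with a median of 0.32. Adjusted over the list alone, 2 passed an adjusted p of 0.05, and none passed over all features tested, where 6 had an unadjusted p under 0.05. The 2 were miR-540-3p and miR-376b-3p, both from the interval on chromosome 12. The count over the list was 8 with listed zeros set to 4 reads and 0 without AF replicate 2. Without PF replicate 2 or 3 it was 1. MiR-540-3p was listed at 0 in every PF library and reached 6.65 ± 4.91 CPM (SD, n = 3) in AF, which is at least 2.66-fold higher than the listing limit allows in PF. Without AF replicate 2 the AF mean was 4.03 CPM. Its edgeR adjusted p over all features was 0.0598, and 0.0375 without AF replicate 3.

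The text of the study also discusses other miRNAs of the list. In AF against PF the log2 fold change was 0.64 (SE 0.21) for miR-223-3p, 0.31 (SE 0.24) for miR-200b-3p, 0.20 (SE 0.49) for miR-200c-3p and 0.04 (SE 0.28) for miR-326-3p. It was 1.72 (SE 1.34) for miR-330-5p and 2.93 (SE 1.43) for miR-494-3p, which were listed at 0 in some libraries. The PF mean of miR-330-5p was 0.635 CPM and 0 without PF replicate 3, and that of miR-494-3p was 0.663 CPM and 0 without PF replicate 1. The AF mean of miR-494-3p was 5.746 CPM and 3.479 CPM without AF replicate 2. None of the 6 passed in edgeR, and the lowest adjusted p among them was 0.162, for miR-223-3p. The sign for miR-200b-3p, miR-200c-3p and miR-326-3p changed once the fragment share of each library was a covariate. Without PF replicate 2 the value was -0.14 for miR-200c-3p and for miR-326-3p. It was -0.04 for miR-200c-3p without AF replicate 1 and -0.01 for miR-326-3p without AF replicate 2. MiR-294-3p reached at most 18 reads in a library and was not tested.

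The second comparison asked what the injection changed within alcohol feeding. No feature passed an adjusted p of 0.05 in AF+MNA against AF. At an unadjusted p under 0.05 there were 59 features, 49 upregulated and 10 downregulated. With DESeq2 size factors 37 of 57 were upregulated, and with total count scaling 36 of 53. This split did not hold without AF+MNA replicate 1, where 17 of 45 were upregulated, or without AF+MNA replicate 3, where 19 of 46 were. The count was 111 without PF replicate 2, 31 without AF replicate 1 and 39 without AF replicate 2. Of the 49, 35 were not known mouse miRNAs. The smallest adjusted p was that of miR-10b-5p, on chromosome 2 at 74726051 to 74726157 (GRCm38), in an intron of Hoxd3 and of Hoxd4. It was downregulated, with a log2 fold change of -2.56 (SE 0.39, edgeR adjusted p 0.0619). Its level was 43.6 ± 12.6 CPM (SD, n = 3) in AF and 7.42 ± 2.51 CPM (SD, n = 3) in AF+MNA. Over the alternatives its adjusted p ran from 9.27e-07 to 0.441, and it passed without PF replicate 2 (edgeR adjusted p 0.0392). The other features with the smallest p did not pass. These were cgr-miR-1260, hsa-miR-4286 and miR-709, which were higher, and bta-miR-378 and miR-3535, which were lower, with edgeR adjusted p between 0.283 and 0.309. Without PF replicate 2, hsa-miR-4286 passed (adjusted p 0.0392). MiR-3535 overlaps a snoRNA in Ncl, so its reads are of uncertain origin. The reads of cgr-miR-1260, hsa-miR-4286 and bta-miR-378 are of uncertain origin too. These are not known mouse miRNAs and had no genome position, and matches to tRNA were not looked for.

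Reads that matched rRNA or 7SL RNA were 51.7 ± 11.6 per 1000 known mouse miRNA reads (SD, n = 3) in AF+MNA, 20.9 ± 13.0 (SD, n = 3) in AF and 44.2 ± 32.4 (SD, n = 3) in PF, where the mean was 25.54 without PF replicate 2. The exact two-sided permutation p was 0.1 for AF+MNA against AF, the smallest possible, and 0.8 for AF+MNA against PF.

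The third comparison set AF+MNA against PF. There, 2 features passed an adjusted p of 0.05, and 53 had an unadjusted p under 0.05, 42 of them upregulated. Without PF replicate 2 the latter count was 97, with 52 upregulated. With 1 library left out the number that passed ran from 0 to 12, the highest without AF replicate 2. MiR-1247-5p was upregulated (log2 fold change 2.70, SE 0.39, edgeR adjusted p 0.0259) and miR-10b-5p was downregulated (log2 fold change -2.63, SE 0.39, edgeR adjusted p 0.0259). Neither passed when any 1 of the PF libraries, AF replicate 3 or AF+MNA replicate 3 was left out, and miR-10b-5p did not pass without AF+MNA replicate 1 or 2 either. Over the alternatives the adjusted p of both reached 0.172. MiR-434-5p, miR-541-3p, miR-455-5p and miR-455-3p had the next smallest p in their direction and did not pass, with edgeR adjusted p from 0.0662 to 0.101. Without AF replicate 1, miR-434-5p and miR-455-5p passed (adjusted p 0.042 for both), and without AF replicate 2 miR-434-5p passed (adjusted p 0.0247). The 47 tested features of the interval were all higher in AF+MNA than in PF as well. Both comparisons used the same PF libraries. In 100 simulations in which PF and AF+MNA were drawn from 1 pooled mean, 1 gave a feature called in both comparisons, where the data gave 1, and the median share of features with the same sign in both was 59.5%, against 60.8% in the data. The features of the interval vary together, so the libraries of PF and AF+MNA were also relabelled in the 20 possible ways. Only the real labelling had all 47 higher, and the next highest count was 46.

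Of the 101 features with an unadjusted p under 0.05 in AF against PF, 79 (78.2%) moved in the opposite direction in AF+MNA against AF. The AF libraries enter both comparisons, so a raised share arises with no effect of the injection. Simulated AF+MNA libraries drawn from the AF means gave a median of 53.2%, but these hold the sampling error of AF fixed. With AF and AF+MNA both drawn from 1 pooled mean, and PF drawn anew, the median was 66.7%, with 95% of 100 simulations between 55.8% and 77.3%. Both kinds drew features independently, so their ranges are narrower than for features that move together. When the 6 alcohol-fed libraries were relabelled as AF and AF+MNA in the 20 possible ways, 9 labellings gave a share at least as high as the real one, and the highest was 94.9%. The share therefore does not set the real grouping apart. It was 53.7% inside the interval and 95.0% outside it, and 60.6% over all without AF replicate 2.

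Sets of miRNAs fixed before the data were examined were tested with camera at a preset correlation of 0.01, adjusted over all sets and comparisons. The list of the cluster between Dlk1 and Dio3 passed in AF against PF (46 of 46 members higher, median log2 fold change 2.80, adjusted p 9.06e-28) and in AF+MNA against PF (46 of 46 higher, median 2.94, adjusted p 4.88e-38). The erythroid set passed in AF against PF (5 of 5 higher, median 0.95, adjusted p 0.0172). The list of the study passed in AF against PF (adjusted p 0.00196) and, in the opposite direction, in AF+MNA against AF (adjusted p 0.0225). The study chose this list as upregulated in these AF libraries, which enter both comparisons. A fall from AF to AF+MNA can therefore arise with no effect of the injection, and neither result is independent evidence. The erythroid set did not pass without PF replicate 1 (adjusted p 0.0589) or PF replicate 3 (adjusted p 0.107). The list of the study in AF+MNA against AF did not pass without AF replicate 2 (adjusted p 0.0805) or AF+MNA replicate 1 (adjusted p 0.145), nor without a filter (adjusted p 0.119) or with the fragment covariate (adjusted p 0.706). On the log2 CPM values used for sets, the median of that list in AF against PF was 0.35, where the edgeR fold changes gave the 0.32 above, and it was 0.09 without PF replicate 2. Without AF replicate 2 the cluster list passed as higher in AF+MNA than in AF (median 0.61, adjusted p 0.04), and with the fragment covariate the erythroid set passed as lower there (adjusted p 0.0174). Without a filter the list of the study passed in AF+MNA against PF (median 0.11, adjusted p 0.0277), where the reported fit gave an adjusted p of 0.407. None of the 5 results that passed in the reported fit held under fry, where the smallest adjusted p was 0.0516, or with an estimated correlation, which was 0.66 within the cluster. The medians of the hepatocyte, leukocyte, mesenchymal, endothelial and miR-200 sets in AF against PF were -0.15, 0.26, 0.02, 0.00 and 0.22, and none of them passed in any comparison of the reported fit.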

Values the study reported

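For its ceRNA networks the study counted 30 miRNAs with raised levels and 25 mRNAs with lowered levels.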

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

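Few of the counts of calls were stable. For AF against PF, 1 feature passed in the reported fit. There were 0 with DESeq2 size factors, with the replicate block and with the fragment share as a covariate, 11 with the bias-adjusted quasi-likelihood test, 14 with listed zeros set to 4 reads, 19 without a filter, 57 with DESeq2, 19 and 17 with limma on the authors' values plus 1 and plus 0.5, 24 among known mouse miRNAs only, and 70 at an unadjusted p under 0.05 with an absolute log2 fold change over 1. The bias-adjusted test, the zeros at 4 reads and the covariate were chosen after seeing the data. The 11, 14, 19, 57 and 24 calls included the reported one, and so did both limma counts. Over the 9 fits that each left out 1 library the count ran from 0 to 5, with the highest value without AF replicate 1. For AF+MNA against AF, where 0 passed (59 at an unadjusted p under 0.05), the count was 1 without a filter, 1 and 1 with limma, 1 among known mouse miRNAs, 15 with DESeq2 and 45 by the unadjusted rule, and from 0 to 3 with 1 library left out, highest without PF replicate 2. For AF+MNA against PF, where 2 passed, it was 14 without a filter, 0 with the 6 libraries only, 43 with DESeq2, 17 and 15 with limma, 0 with the replicate block, 16 among known mouse miRNAs and 42 by the unadjusted rule, and from 0 to 12 with 1 library left out, highest without AF replicate 2. The cause was not tested, except that fewer features were tested among known mouse miRNAs and fewer samples entered the smaller fits. With total count scaling, 72.3% of the features at an unadjusted p under 0.05 in AF against PF were higher, and in the reported fit 57.4%. In AF+MNA against AF the share was 83.1% in the reported fit, 67.9% with total count scaling and 64.9% with DESeq2 size factors. Against a median log2 fold change of all features of 0 in both, limma on the authors' values gave 0.13 in AF against PF and -0.18 in AF+MNA against AF, and total count scaling gave 0.1 and -0.02. With a mean of at least 50 counts, 16 of 39 features at an unadjusted p under 0.05 were higher in AF+MNA than in AF.

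Same-numbered libraries did not deviate together: the correlations of their deviations from the group means ran from -0.42 to 0.10. The numbers were therefore not taken to pair the mice, and the replicate block gave 0 calls in each of the 3 comparisons, 0 in the list of the study and 5 sets.

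In the list of the study, where 2 passed over the list alone, the count was 4 with total count scaling, 1 with a mean of at least 50 counts, 0 with the 6 libraries only, 6 with DESeq2, 0 with the replicate block, 4 among known mouse miRNAs, 8 with zeros set to 4 reads, 1 with the fragment covariate, and from 0 to 3 with 1 library left out. The number of listed miRNAs that were higher stayed within 1.5 times of 21 throughout. The number of sets was 5 with camera at the preset correlation, and 0 with fry and 0 with an estimated correlation. With 1 library left out it was 4 to 5, but not always of the same sets: without AF replicate 2 the cluster list entered as higher in AF+MNA than in AF and the list of the study dropped out there. The share of opposite directions was 100% among features with an adjusted p under 0.05, which is 1 feature. It ran from 60.6% to 97.6% with 1 library left out, the lowest without AF replicate 2. Against simulations with AF and AF+MNA drawn from 1 pooled mean, chosen after seeing the data, the share of 78.2% lay just above the range of 55.8% to 77.3%. With 1 library left out it was above its range in 7 of the 9 fits, at 77.3% to 97.6%. It was 73.2% without AF+MNA replicate 1, within the range of 53.6% to 74.1%, and 60.6% without AF replicate 2, below the range of 60.9% to 81%.

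The difference in the miR-122-5p share between AF and PF was -0.21 percentage points and ran from -2.57 to 1.42 with 1 library left out, and that between AF+MNA and AF ran from -4.26 to -1.05. The log2 fold change of miR-122-5p ran from -0.22 to 0.08, that of miR-200c-3p from -0.14 to 0.49 and that of miR-326-3p from -0.14 to 0.36 with 1 library left out. With the fragment covariate it was -0.02 for miR-200b-3p, -0.53 for miR-200c-3p and -0.18 for miR-326-3p. Of 327 values of named miRNAs under alternatives that kept all libraries, 249 stayed the same in call and direction, 68 gained a call, 7 lost one and 3 changed sign. Of 230 with 1 library left out, 198 stayed the same, 9 gained a call, 17 lost one and 6 changed sign.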

Other observations

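The tests of GC content and of the denominator, and the 10 splits of 6 libraries, were written before their results were seen, and the other tests only after.

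The miRNAs between Dlk1 and Dio3 were higher in AF than in PF. After every library was thinned to the smallest total, with values under 5 reads set to 0, the log2 ratio of the summed level was 2.95. This tested depth only. Zeroing values under 5 reads takes more from the group with lower counts, so it can raise the ratio. With listed zeros set to 4 reads, the median log2 fold change of the cluster list was 2.4, against 2.8 in the reported fit. After regression on GC content and length the median residual was 2.84, where 10000 random lists of other features reached at most 0.23. Without miR-122-5p and the fragments in the denominator the AF to PF ratio was 6.94. Of the tested features in the interval, 0 came from several deposited rows. The listed neural miRNAs rose by 0.4% of the rise of the interval, with a summed level of 195 ± 7.85 CPM (SD, n = 3) in AF and 185 ± 7.86 CPM (SD, n = 3) in PF. MiR-128-3p and miR-137-3p made up most of that level, and the source of their reads was not tested. If a lower share of hepatocytes raised the markers of all other cells alike, the medians of their sets would be alike. The median log2 fold change was 0.02 for the mesenchymal, 0.26 for the leukocyte and 0.95 for the erythroid set, and -0.15 for the hepatocyte set. This speaks only against such a uniform rise, and a gain of a single cell type was not tested. When the 6 alcohol-fed libraries were set against the 3 PF libraries, 42 interval features were higher at an unadjusted p under 0.05, and 1 of the 84 splits of the 9 libraries into 6 and 3, the real one, gave as many. Over all features the real split gave 63 at that threshold, while another split gave 156. At an adjusted p under 0.05 the real split gave 17 calls, 14 of them in the interval, and that other split gave 5. Apart from the count of 63 over all features, these values argue against those technical sources, within the limits given for the listing limit and for cell types. A difference in the activity of the interval between pair-fed and alcohol-fed livers may be a biological source, as a hypothesis found and tested on the same libraries. The study listed the lncRNA Rian, on chromosome 12, as upregulated in AF by sequencing, but its qRT-PCR showed no difference between PF and AF. The position of Rian relative to the interval was not examined here. Batches of mice or of library preparation are not given in the labels and were not tested.

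Of the 49 features that were higher in AF+MNA than in AF at an unadjusted p under 0.05, 35 were not known mouse miRNAs, while of the 500 tested features 134 were not. Reads of rRNA and 7SL fragments were 141000 ± 5460 per library (SD, n = 3) in PF, 101000 ± 16300 (SD, n = 3) in AF and 120000 ± 16600 (SD, n = 3) in AF+MNA, while known mouse miRNA reads were 4350000 ± 2380000, 6180000 ± 3510000 and 2380000 ± 474000 (SD, n = 3 each). The fragment share of AF+MNA stood apart from AF but not from PF (51.7 against 44.2 per 1000 known mouse miRNA reads, exact permutation p 0.8; PF 25.54 without PF replicate 2). Within the AF and PF groups, the log2 level of the other features without a fragment match rose with the log2 fragment share of the library with a median slope of 0.6, against -0.1 for the known mouse miRNAs. The excess of rises was not seen without AF+MNA replicate 1 (17 of 45 higher) or without AF+MNA replicate 3 (19 of 46 higher). A number of fragment reads that varied less than the miRNA reads is a candidate source of these rises. Whether the injection lowered the miRNA reads or the libraries differed in input remains open, because the 2 go together in these libraries.

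MiR-10b-5p was lower in AF+MNA than in AF. Reads shared with its paralog miR-10a-5p would keep the ratio of the 2 constant, but there were 0.34 ± 0.105 miR-10b-5p reads per 100 miR-10a-5p reads (SD, n = 3) in AF+MNA, 1.52 ± 0.681 (SD, n = 3) in AF and 2.499 ± 0.799 (SD, n = 3) in PF. The listed muscle and pancreas miRNAs fell by 12.7 CPM in sum from AF to AF+MNA, which is 35.2% of the fall of 36.2 CPM in miR-10b-5p. How much miR-10b-5p such tissue would bring was not measured, so its presence in the AF samples stays open. The muscle list was uneven, at 115 ± 169 CPM (SD, n = 3) in PF, 17.85 CPM without PF replicate 2, 14.7 ± 2.81 CPM (SD, n = 3) in AF and 3.34 ± 2.85 CPM (SD, n = 3) in AF+MNA, and the pancreas list held 1.42 ± 2.46 CPM (SD, n = 3) there. Without AF+MNA replicate 1 these were 1.696 and 0 CPM. The epithelium list, nearly all of it miR-203-3p, stayed at 1540 ± 84.7 CPM (SD, n = 3) in AF and 1530 ± 30.7 CPM (SD, n = 3) in AF+MNA. Other tissues were not tested, so tissue from outside the liver and an effect of the injection both remain open.

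Splits of 6 libraries into 3 and 3 number 10, so no count can fall below 1 in 10. As many calls came from 1 of the 10 splits in AF against PF, 10 of the 10 in AF+MNA against AF, where the count is 0, and 1 of the 10 in AF+MNA against PF. The list of the study gave as many calls in 1 of the 10. As many sets passed in 2 of the 10 splits in AF against PF, 9 of the 10 in AF+MNA against AF and 8 of the 10 in AF+MNA against PF, so camera at the preset correlation often called sets in splits that mix the groups. At an unadjusted p under 0.05 the real split gave the most features in AF against PF (101, and at most 70 in another split) and in AF+MNA against AF (59, and at most 32), while another split of the AF+MNA and PF libraries gave 104, where the real one gave 53.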
